# Jiyuan Oridonin A Overcomes Differentiation Blockade in Acute Myeloid Leukemia Cells With MLL Rearrangements *via* Multiple Signaling Pathways

**DOI:** 10.3389/fonc.2021.659720

**Published:** 2021-03-26

**Authors:** Mei Qu, Yu Duan, Min Zhao, Zhanju Wang, Mengjie Zhao, Yao Zhao, Haihua Wang, Yu Ke, Ying Liu, Hong-Min Liu, Liuya Wei, Zhenbo Hu

**Keywords:** differentiation therapy, acute myeloid leukemia with MLL gene rearrangements, Jiyuan oridonin A, martens tretinoin response up pathway, hematopoietic cell lineage pathway, cell adhesion pathway

## Abstract

Differentiation therapy with all-trans-retinoic acid (ATRA) in acute promyelocytic leukemia (APL), a subtype of acute myeloid leukemia (AML), has been extremely successful in inducing clinical remission in APL patients. However, the differentiation therapy of ATRA-based treatment has not been effective in other subtypes of AML. In this study, we evaluated a small molecule of *ent*-kaurene diterpenoid, Jiyuan oridonin A (JOA), on the differentiation blockade in AML cells with the mixed lineage leukemia (MLL) gene rearrangements (MLLr) in MV4-11, MOLM-13 and THP-1 cells. We found that JOA could significantly inhibit the proliferation of MOLM-13, MV4-11 and THP-1 cells. Moreover, JOA promoted cell differentiation coupled with cell-cycle exit at G0/G1 and inhibited the colony- forming capacity of these cells. We showed that the anti-proliferative effect of JOA attributed to cell differentiation is most likely through the martens tretinoin response up pathway in the MOLM-13 cell line, and the hematopoietic cell lineage pathway by the inhibition of c-KIT expression and cell adhesion pathway in the THP-1 cell line. Our findings suggest that JOA could be a novel therapeutic agent against human MLLr acute myeloid leukemia.

## Introduction

Acute myeloid leukemia (AML) is the most common acute leukemia in adults and the second most common form of acute leukemia in children. AML is a malignancy of hematopoietic stem cell, with distinctive features of excessive proliferation and impaired differentiation (1, 2). The biology of AML cells is complex and involves multiple interdependent molecular pathways. The traditional chemotherapies are the mainstay of treatment for the past 50 years. However, a 5-year overall survival (OS) for patients younger than 60 years is about 40%. For those older than 60 years, the 5-year OS of only 10~20% has been achieved (3). In AML, the normal differentiation pathway is impaired and the cells persistently proliferate without undergoing terminal apoptosis (4, 5). If the leukemic cells could be forced to stop proliferating and turned to differentiation, the malignancy would be controlled. Hence, the idea toward eliminating the maturation block and inducing differentiation contributes to the development of the differentiation therapy (6, 7). Differentiation therapy is easily monitored because hematopoietic cells have a broad range of surface biomarkers and specific morphological features (8). The differentiation-inducing agent, All-trans retinoic acid (ATRA, tretinoin) is effective in the treatment of acute promyelocytic leukemia (APL), the M3 subtype of AML (9). However, there has been no remarkable progress in the treatment of the other 90% of AML cases. Moreover, AML with the mixed lineage leukemia (MLL) gene rearrangements (MLLr) found in about 10% of AML often associated with subtypes M4 and M5 of AML, that are associated with poor prognosis (10, 11). Therefore, finding new differentiation inducers against MLLr of AML is urgently needed. Natural products have been shown to possess multi-faceted mechanism that can target multiple pathways that are de-regulated in cancer cells to achieve greater therapeutic efficacy.

Our previous work had shown that OGP46 have been shown to have anti-proliferative effect in leukemic cells such as BaF3-T315I and K562 cells (12). OGP46 also possessed anti-proliferative activity in solid tumor cells including SMMC-7721.25, A549, Eca-109, and MCF-7 cells (13–15). Jiyuan oridonin A (JOA), a kaurene diterpenoid compound isolated from Isodon rubescensin, has similar structure to OGP46. In the current study, we explored whether JOA possesses anti-leukemia activity against MLLr AML cells including MV4-11, MOLM-13 and THP-1.

## Materials and Methods

### Chemicals

We have prepared JOA with purity of 98.5% by isolating it from Isodon rubescensin (15), which is similar to OGP46. The sole difference of the two compounds is the substituent of the C20. The chemical structure of JOA with a molecular weight of 348.2 and OGP46 were shown in **Figure 1A**. JOA and Cytosine arabinoside (Ara-C) were dissolved in dimethyl sulfoxide (DMSO) to 10 mM stock solutions and stored at -20°C. The same concentration of DMSO as corresponding to JOA solution diluted in RPMI 1640 medium was used as the control. The final DMSO concentrations during all incubations were not more than 0.1%, which had no observable toxic effects to cells. Fluorescein Isothiocyanate (FITC)/Annexin V Apoptosis Detection Kit and Propidium iodide (PI)/RNase staining solution were obtained from BD Biosciences (San Jose, CA, USA). Cell Counting Kit-8 (CCK-8) was purchased from Solarbio (Beijing, China). PE anti- CD13 (cat #301704 RRID: AB_314180), FITC anti- CD14 (cat #301804, RRID: AB_314186) and PE anti- CD15 (cat #301906, RRID: AB_314198) were obtained from Biolegend (Inc, San Diego, CA, USA). MethoCult H4100 (cat #04100) and H4435 (cat #04435) were obtained from STEMCELL Technologies Inc. (Vancouver, BC, Canada). Antibodies against GAPDH (Cat #5174) was obtained from Cell Signaling Technology (Beverly, MA, USA). Antibodies against ALDH3A1 (EPR7406) and c-KIT (EPR22566-344) were obtained from Abcam (Cambridge, MA, USA). Antibody against CALML6 (SAB 1402033) was purchased from Sigma-Aldrich. The 2×SYBR Green qPCR Mix (cat #AH0104-B), SPARKscript II RT Plus kit (cat #AG0304-B), Spark ECL Plus A (cat #ED0015-C), Spark ECL Plus B (cat #ED0016-C) and RIPA buffer (SparkJade EA0002) were purchased from SPARKJADE (Shandong, China).

**Figure 1:**
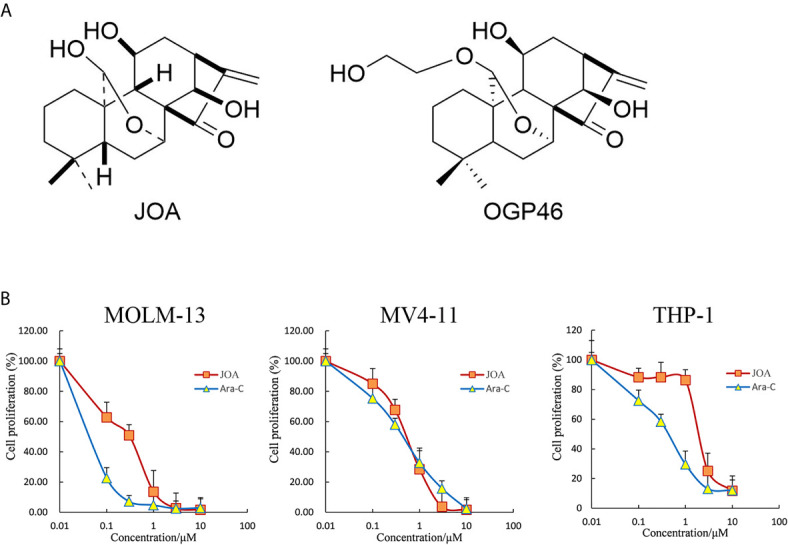
JOA reduces the proliferation of MV4-11, MOLM-13 and THP-1 cells. **(A)** The chemical structure of JOA and OGP46. **(B)** The effect of JOA in inhibiting cellular proliferation. Cells were treated with different concentrations of JOA or Ara-C (0- 10 μM) for 72 h, and subjected to CCK-8 assay. Error bars represent the mean ± SD. The CCK-8 assay was carried out for four times in triplicate.

### Cell Lines and Cell Culture

MOLM-13 (AML with MLLr expressing FLT3/ITD mutation, DSMZ No.: ACC 554), MV4-11 (AML with MLLr expressing FLT3/ITD mutation, DSMZ No.: ACC 102), and THP-1 (AML with MLLr expressing wild -type FLT3, DSMZ No.: ACC 16) cell lines were used. These cell lines were grown in RPMI-1640 medium containing 10% FBS and streptomycin/penicillin (1%) with 5% CO_2_ at 37°C.

### Cell Proliferation Assay

The proliferation of MV4-11, MOLM-13, and THP-1 cells was evaluated by CCK-8 assay. Briefly, cells were seeded in 96-well plate with about 5×10^3^ cells in each well. The cells were treated with JOA or Ara-C (0- 10 μM) after 24 h of incubation. 72 h later, CCK-8 reagent (10 μL) was added to each well, and cells were incubated at 37°C for 4 h. The light absorbance at 450 nm was measured by using an Opsys microplate reader (Dynex Technologirs, Chantilly, VA, USA). Results are expressed as percent of cell viability normalized to DMSO-treated control cells.

### Colony Formation Assay

MV4-11, MOLM-13 and THP-1 cells were cultured with JOA (0- 2 μM) in 2.6% methycellulose medium containing 10% FBS in a 24- well flat-bottomed plate for 12 days. The number of individual colonies consisting of more than approximately 50 cells was counted by a CX43 microscope (Olympus, Shinjuku-ku, Tokyo, Japan) with an Olympus EP50 camera (Olympus, Shinjuku-ku, Tokyo, Japan).

### Cell Cycle Analysis

MV4-11, MOLM-13 and THP-1 cells were incubated with JOA for 48 or 72 h. After treatment, cells were collected and fixed with 70% pre-cold ethanol in PBS and stored at -20°C for at least 24 h. Then the cells were stained with 50 mg/mL PI and 100 mg/mL RNase A for 30 min in the dark at room temperature. Finally, flow cytometry was used to detect the percentage of cells in the sub-G1, G0/G1, S, and G2/M phases with a Beckman Coulter DxFLEX flow cytometer (Florida, Miami, USA). The data was analyzed and fitted by ModFit software.

#### Cell Apoptosis Analysis

MV4-11, MOLM-13 and THP-1 cells were treated with JOA (0.25- 4 μM) or Ara-C (0.5- 4 μM) for 72 h, collected and resuspended in 1× binding buffer. Cells were incubated with FITC Annexin V and PI double labeling for 30 min in the dark at room temperature and measured by flow cytometry.

#### Analysis of Cell Morphology

MV4-11, MOLM-13 and THP-1 cells were incubated with JOA or Ara-C for 72 h and then collected. Slides were made by cytospin and subsequently air dried. The cells were stained with Wright-Giemsa and observed for morphological features using a light microscope.

#### Cell Surface Antigens Measurement

After treatment with JOA for 72 h, the cells were centrifuged, collected and washed, and incubated with different antibodies for 30 min at room temperature in the dark. Cell surface antigens analysis was carried out by using a flow cytometer.

#### mRNA-Sequencing Analysis

mRNA-Sequencing (mRNA-seq) was performed for MOLM-13 and THP-1 cells. As described in a previous work [12], after incubating with JOA for 48 h, cells were collected for RNA extraction. Sequencing libraries were prepared and then sequenced using 150 bp pair-end strategies with an Illumina HiSeq X10 instrument (Annoroad Genomics, Beijing, China). The mRNAs levels were estimated using FPKM (fragments per kilobase of exon per million fragments mapped). Differential expression analysis was performed using DESeq R packages. A corrected p value of 0.05 and absolute value of log 2 FC (fold change) ≥ 0.58 was set as a threshold of differential expression of genes (DEGs). Gene Set Enrichment Analysis (GSEA) was conducted and C2 curated functional gene sets from the Molecular Signature Database (http://www.gsea-msigdb.org/gsea/msigdb) for MOLM-13 cell line. In addition, the method of geometric test was used to enrich the DEGs from the Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases in THP-1 cell line. The clusterProfiler package of R software was used to tthe enrichment analysis of DEGs in both methods. The pathways with an adjusted p value of < 0.05 were considered significantly enriched.

### Verification of Expression Difference Genes by Real-time PCR (RT-PCR)

The total RNAs of MOLM-13 and THP-1 cells treated with JOA were extracted using the Trizol reagent. Reverse transcription for first strand of cDNA was performed using the Primerscript RT reagent kit with gDNA Eraser. 

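The 4 primer pairs were matched exactly, without mismatches, to the GENCODE transcripts of the human genome build GRCh38, and each primer's genomic position follows from its place in the transcript. The c-KIT pair lies in KIT, which spans 54657918 to 54740715 on chromosome 4. Its forward primer TGACTTACGACAGGCTCGTG is in exon 8 (54723599 to 54723618) and its reverse primer CCACTGGCAGTACAGAAGCA is in exon 9 (54725863 to 54725882), so that the product of 126 bp crosses an intron. The CALML6 pair lies in CALML6 on chromosome 1 (1914827 to 1917296). Its forward primer GGGCTACATTGACTGGAACACAC falls in exon 4 (1916870 to 1916892), its reverse primer CCTCATAGTCGATGGTCCTGTC falls in exon 5 (1917053 to 1917074), and the product is 128 bp. In ALDH3A1, on chromosome 17 from 19737984 to 19748943, both primers sit on exon junctions. The forward primer TGTGTCAAAGGCGCCATGAGCAAG joins exon 1 (19748259 to 19748268) to exon 2 (19745121 to 19745134). The reverse primer GGCGTTCCATTCATTCTTGTGCAG joins exon 2 (19744968 to 19744976) to exon 3 (19743449 to 19743463), giving a product of 192 bp. For GAPDH, on chromosome 12 from 6533927 to 6538374, the primers are in exon 6 (6537171 to 6537191) and exon 7 (6537368 to 6537388), with a product of 126 bp. The GAPDH pair also matched transcripts of 2 other annotated genes, the pseudogenes GAPDHP1 and GAPDHP63, while the KIT, ALDH3A1 and CALML6 pairs matched 0 other genes.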

The following primers were used to amplify cDNA: forward GAPDH 5’-TGGGTGTGAACCATGAGAAGT-3’, reverse GAPDH 5’-TGAGTCCTTCCACGATACCAA-3’; forward c-KIT 5’-TGACTTACGACAGGCTCGTG-3’, reverse c-KIT 5’-CCACTGGCAGTACAGAAGCA-3’; forward ALDH3A1 5’-TGTGTCAAAGGCGCCATGAGCAAG-3’, reverse ALDH3A1 5’-GGCGTTCCATTCATTCTTGTGCAG-3’; forward CALML6 5’-GGGCTACATTGACTGG AACACAC-3’, reverse CALML6 5’-CCTCATAGTCGATGGTCCTGTC-3’.

#### Western Blotting Analysis

After treatment with JOA for 72 h, the MOLM-13 and THP-1 cells were lysed by RIPA buffer with proteinase inhibitors. The protein lysates were separated by sodium dodecyl sulfate polyacrylamide gel (SDS-PAGE), then transferred to PVDF membrane. After blocked by 10% skimmed milk, the membranes were incubated with specific primary antibodies overnight at 4°C, followed by the incubation with goat anti‐rabbit or goat anti‐mouse immunoglobulin G (IgG) antibodies for 1 hour at room temperature. The expression of proteins was visualized using an enhanced chemiluminescence (ECL) reagent detection system (Amersham Imager 600; GE Healthcare Biosciences, Pittsburgh, PA, USA).

### Statistical Analysis

All experiments were repeated at least three times unless otherwise stated. The data were represented as mean ± SD. Statistical analysis were performed with Student’s t test for two-group comparisons and using one-way ANOVA with Tukey’s *post hoc* test for multigroup comparisons. and p < 0.05 or p < 0.01 were considered statistically significant.

## Results

### JOA Possesses Anti-Leukemic Activity Against MLLr AML Cell Lines

Cells were treated with different concentrations of JOA or Ara-C (0- 10 μM) for 72 h, and CCK-8 assay was carried out to test the effect of JOA on cell proliferation as compared to Ara-C. As shown in **Figure 1B**, JOA significantly reduced the proliferation of MV4-11, MOLM-13 and THP-1 cells with the IC_50_ value of 0.62, 0.42, 2.19 μM, respectively, that were comparable with those of Ara-C which was 0.52, 0.07 and 0.50 μM, respectively. This finding revealed that JOA has the activity against the proliferation of MLLr AML cells. Moreover, JOA has similar anti- proliferative effect as Ara-C on MV4-11 cells. In addition, MOLM-13 and MV4-11 cells, that carried FLT3/ITD mutation, are more sensitive to JOA than THP-1 cells that had wild -type FLT3.

### JOA Inhibits Colony Formation of MLLr AML Cells

The effect of JOA on the colony forming capacity of MV4-11, MOLM-13 and THP-1 cells was next investigated. Cells were treated with JOA at the concentrations of 0.25- 2 μM for 12 days and the formation of colonies was observed under a microscope. It was found that JOA significantly decreased the number of colonies in a concentration-dependent manner. Moreover, the MV4-11, MOLM-13 and THP-1 cells failed to form colonies when treated with 1-2 μM JOA (**Figure 2**). This result indicated that the colony- forming capacity of MLLr AML cells was significantly inhibited by JOA treatment.

**Figure 2:**
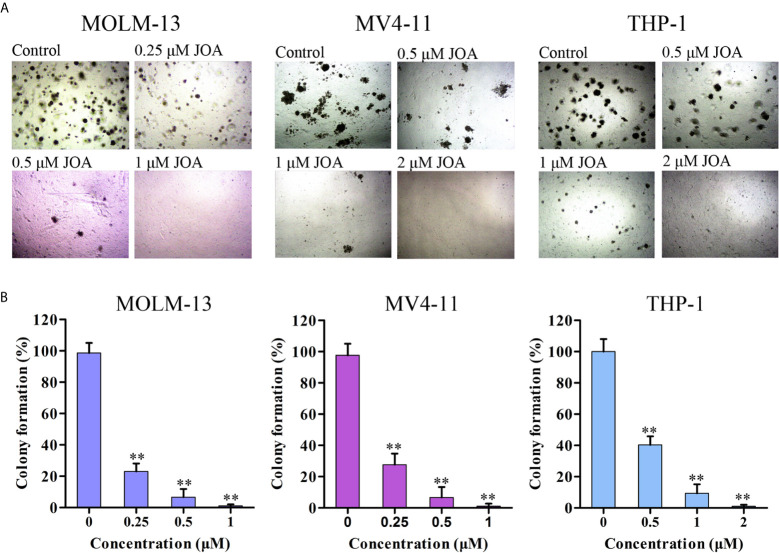
JOA suppresses the colony formation in MV4-11, MOLM-13 and THP-1 cells. **(A)** Cells were treated with JOA at the concentrations of 0.25- 2 μM for 12 days then the cell morphology was observed under light microscopy. **(B)** Graph bars show the number of colonies (**p < 0.01). The colony formation assay was performed for three times.

### JOA Induces Cell Cycle Arrest at G0/G1 in MLLr AML Cell Lines

The effect of JOA on cell-cycle progression was evaluated in MOLM-13, MV4-11 and THP-1 cells. MV4-11, Cells were treated with 0.5, 0.5, 1 or 2 μM JOA, respectively for 48 h or 72 h, and the percentage of cells in various phase of cell cycle was analyzed with flow cytometry. As shown in **Figure 3**, the percentage of cells in G0/G1 phase increased in a time-dependent manner in these cells. This result suggested that JOA inhibits cell proliferation through inducing a G0/G1 cell cycle exit in MLLr AML cells.

**Figure 3:**
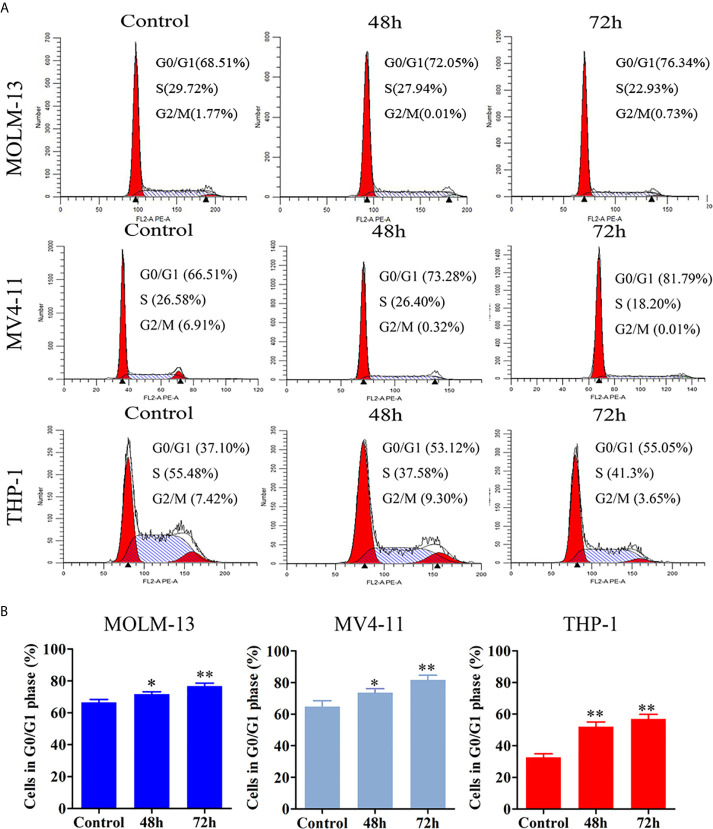
JOA induces cell cycle exit in MV4-11, MOLM-13 and THP-1 cells. **(A)** MV4-11, MOLM-13 and THP-1 cells were treated with 0.5, 0.5 or 2 μM JOA, respectively for 48 h or 72 h, then flow cytometry was used to detect the percentage of cells in various phase of the cell cycle. **(B)** Graph bars show the percentage of cells in G0/G1 phase. (*p < 0.05, **p < 0.01). The cell cycle analysis was performed for four times.

### JOA Induces Minimal Signs of Apoptosis in MLLr AML Cell Lines

In order to examine whether the anti-proliferation of JOA is associated with the induction of apoptosis, MV4-11, MOLM-13, and THP-1 cells were treated with different concentrations of JOA or Ara-C for 72 h and cell apoptosis was determined by flow cytometric analysis. As shown in **Figures 4A**, **B**, no significant apoptosis was observed when MOLM-13 and MV4-11 cells were incubated with JOA (0.25, 0.5, or 1 μM). Similarly, minimal signs of apoptosis were found in THP-1 cells treated with 1 or 2 μM JOA. In contrast, Ara-C led to the obvious apoptosis in all three cell lines at indicated concentration. This data revealed that the cell-cycle exit was not associated with cell apoptosis in MV4-11, MOLM-13 and THP-1 cells treated with JOA at 0.5, 0.5, 2 μM, respectively. The concentration of JOA will be used to treat the cell lines in subsequent experiment.

**Figure 4:**
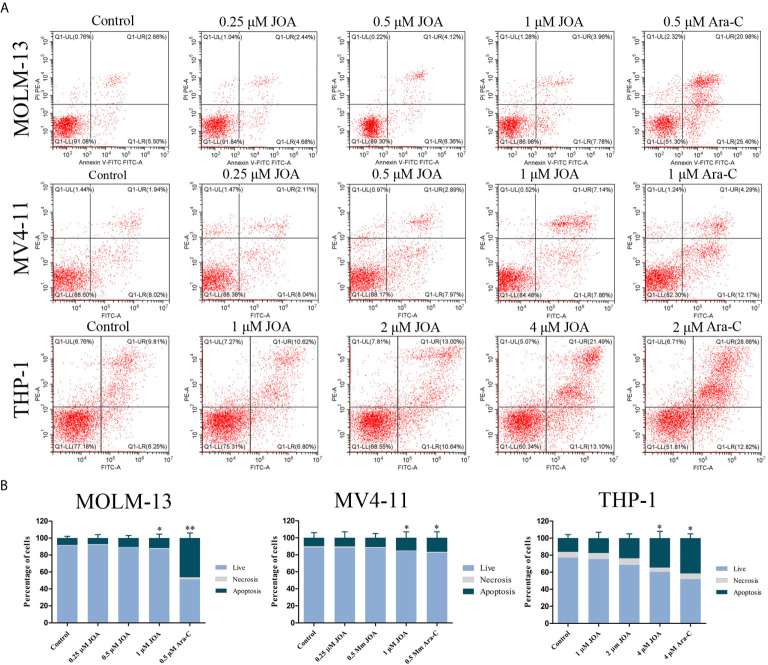
JOA does not induce significant apoptosis in MV4-11, MOLM-13 and THP-1 cells. **(A)** Cells were treated with JOA or Ara-C for 72 h and cell apoptosis was determined by flow cytometric analysis. **(B)** Graph bars show the percentage of living cells and cells undergoing necrosis/apoptosis. MOLM-13, MV4-11 cells were treated with 0.25, 0.5, 1 μM JOA or Ara-C (0.5 or 1 μM) and THP-1 were treated with 1, 2, 4 μM JOA or 4 μM Ara-c for 72h. (*p < 0.05, **p < 0.01). The cell apoptosis analysis was performed for four times.

### JOA Promotes Cell Differentiation in MLLr AML Cell Lines

Because JOA did not cause the apoptosis of MV4-11, MOLM-13 and THP-1 cells at the indicated concentration, morphology and flow cytometry analysis were carried out to assess the differentiation of these cells treated with JOA. A set of four myeloid biomarkers (CD11b, CD13, CD14 and CD15) were assessed to analyze the cell phenotype. It was seen that all the three cell lines showed increased cell size with a decrease in the nuclear-cytoplasmic ratio, indicating that JOA induced the cell differentiation accompanied with morphological changes, while Ara-C did not promote cell differentiation (**Figure 5A**). Moreover, JOA increased the expression of CD15 (a monocyte/macrophage biomarker) in all these three leukemia cell lines (**Figures 5B, C**). In addition, JOA significantly increased the expression of CD11b (ITGAM, a monocyte/granulocyte biomarker) in THP-1 cells. These results suggested that JOA induces cell differentiation in MLLr AML cells.

**Figure 5:**
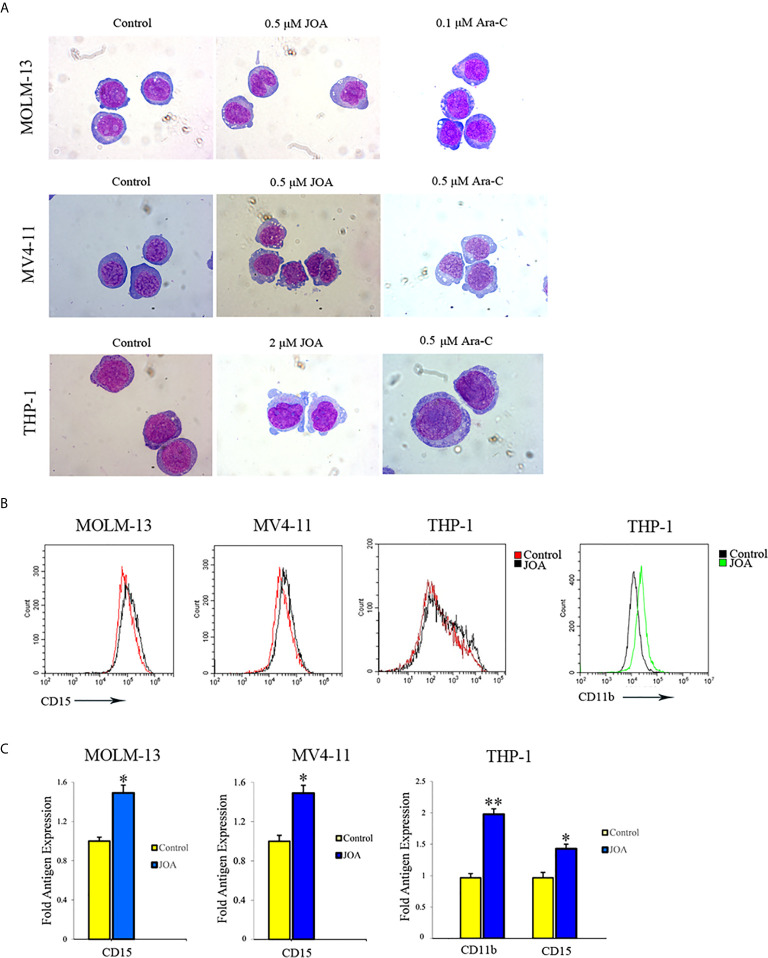
JOA induces differentiation of MV4-11, MOLM-13 and THP-1 cells. **(A)** Wright-Giemsa staining images of cells captured by oil immersion lens (×1,000). **(B)** The expression of cell-surface antigens was measured by flow cytometry. **(C)** Graph bars show the mean fluorescence intensity (MFI) of antigens. MV4-11, MOLM-13 and THP-1 cells were incubated with 0.5, 0.5 or 2 μM JOA, or Ara-C at the concentration of 0.1, 0.5 or 0.5 μM for 72 h, respectively (*p < 0.05, **p < 0.01). The figures are representative of three independent experiments.

### JOA Induces Cell Differentiation Is Associated With Multiple Signaling Pathways Depending on Cell Type

To elucidate the molecular mechanism of cell differentiation- mediated by JOA, we performed global gene expression analyses by mRNA-seq in MOLM-13 and THP-1 cells. 

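The mRNA-seq data covered 12 libraries, 3 of control cells and 3 of JOA-treated cells for each line. MOLM-13 and THP-1 are human acute monocytic leukemia cell lines that carry MLL rearrangements. MOLM-13 cells received 0.5 μM JOA and THP-1 cells 2 μM, so cell line and dose differ together. The methods and the sample records give 48 h of incubation, while the legend of Figure 6 gives 72 h. The authors deposited one table of FPKM values (fragments per kilobase of exon, scaled to the mapped fragments of each library), with a column for each library and 20030 rows of genes. The aligner, genome build and gene annotation are not named in the paper's text. Of the rows, 3488 were at 0 in all libraries, and 27 had a gene name that a spreadsheet had turned into a date. Read counts and total depth cannot be read from FPKM, but the smallest steps between values of lowly expressed genes give the libraries' relative depth. In MOLM-13 cells this depth lay between 0.88 and 1.0 of control replicate 1, and in THP-1 cells between 0.931 and 1.073. Within a line, the correlation of log2 values between any 2 libraries was 0.987 to 0.996, and at most 0.0206% of genes with a mean FPKM of at least 1 had identical values in both.

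For each line, JOA was compared with control by limma on log2(FPKM + 0.1), over genes with a mean FPKM of at least 0.1 in the 6 libraries. Fold changes of lowly expressed genes are understated on this scale. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 0.58, the paper's thresholds. The paper used DESeq, which needs counts and could not be repeated on FPKM. Control and JOA libraries share replicate numbers, and the numbers pair them: deviations from the group means correlated at 0.407 to 0.580 for the 3 same-numbered pairs in MOLM-13 cells and at 0.297 to 0.541 in THP-1 cells. Across the 6 differently numbered combinations they ranged from -0.389 to 0.0676 in MOLM-13 cells and from -0.439 to -0.0560 in THP-1 cells. Results with the replicate number as a block are therefore given beside those without it. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1.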

The volcano plots of MOLM-13 and THP-1 cells were shown in **Figure 6A**. 

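In MOLM-13 cells, 11693 genes were tested. At an adjusted p under 0.05 from limma and an absolute log2 fold change of at least 0.58, 0 genes were higher and 0 lower with JOA, and 481 genes (4.11%) had an unadjusted p under 0.05. The smallest adjusted p was 0.406. With the replicate number as a block, 0 genes were called, 1295 had an unadjusted p under 0.05, and the smallest adjusted p was 0.223. Among the alternatives that change one setting, an unadjusted p under 0.05 with the same fold threshold moved these counts most, to 24 genes higher and 32 lower. The 3 JOA values lay entirely above or below the 3 control values for 9.65% of genes. Chance gives 10% for unpaired libraries, but these are paired, and the 3 other splits that part the same-numbered pairs gave 4.27% to 5.31%. In those splits most libraries keep their real grouping. A change with JOA is then diluted and widens the spread within groups, so those splits are not free of it.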

A total of 14 genes were down-regulated and 13 genes were up-regulated in MOLM-13 cells. Similarly, the expression of 165 genes decreased, and 83 genes increased in THP-1 cells, indicating that the different effect of JOA on the expression of different genes. This result suggested that JOA does not universally affect the mRNA expression of all genes in these cells. 

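Of 12712 genes tested in THP-1 cells, 7 were higher and 10 lower with JOA at both thresholds (limma, Benjamini-Hochberg adjustment), and 2146 had an unadjusted p under 0.05. All 17 had JOA values that did not overlap the control values, which held for 23.4% of the tested genes. Chance gives 10% for unpaired libraries, and the 3 other splits that part the same-numbered pairs gave 4.36% to 5.63%. Those splits dilute a change with JOA without removing it. Among the alternatives that change one setting, an unadjusted p under 0.05 with the fold threshold moved the counts of 7 and 10 most, to 109 higher and 132 lower. With the replicate number as a block, 81 genes were higher and 80 lower at both thresholds, and the 17 genes were among them. Each fit that left out one THP-1 library called 0 or 1 gene. Among these 17 genes, the largest rises were in LOC107987269 (log2 fold change 1.52, standard error 0.19) and CCPG1 (0.77, standard error 0.09). The largest falls among the 17 were in KIT, VAT1L (log2 fold change -1.21, standard error 0.13) and SLA2 (-1.14, standard error 0.15). The adjusted p of the 17 genes by limma lay between 0.0394 and 0.0420 without the block.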

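Most genes moved little. The log2 fold change was below 0.58 in size for 98.9% of the tested genes in MOLM-13 cells and for 97.3% in THP-1 cells. It reached that size in 128 genes of MOLM-13 cells and 349 genes of THP-1 cells, whether or not the test called them. The median log2 fold change over all tested genes was 0.01 in MOLM-13 cells and 0.02 in THP-1 cells.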

As shown in **Figure 6B**, aldehyde dehydrogenase 3A1 (ALDH3A1) was markedly down-regulated, whereas the calcium binding protein calmodulin (CALML6) and LPIN3 were significantly up-regulated in MOLM-13 cells incubated with JOA. 

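ALDH3A1 was at 0.296 ± 0.0765 FPKM (SD, n = 3) in control MOLM-13 cells and 0.16 ± 0.111 with JOA. Its log2 fold change was -0.70 (standard error 0.37, adjusted p = 1.00 by limma, and 0.500 with the replicate number as a block), and its values overlapped between the groups (exact permutation test, p = 0.3). In fits that each left out one library, the ALDH3A1 log2 fold change ranged from -0.93 to -0.27, smallest in size without JOA replicate 3. LPIN3 rose from 0.0683 ± 0.0147 to 0.152 ± 0.0527 FPKM (SD, n = 3), a log2 fold change of 0.56 (standard error 0.26). Its JOA values all lay above the control values, with an adjusted p by limma of 1.00 and of 0.471 under the block. CALML6 fell below the filter on low values, so its test is the same limma fit over all genes with any value above 0. Its mean was 0.0203 ± 0.0239 FPKM in control cells and 0.0493 ± 0.0334 with JOA (SD, n = 3), a log2 fold change of 0.30 (standard error 0.21, adjusted p = 0.993 by limma, and 0.625 with the block). The CALML6 values are whole multiples of one small step, which read as 1, 3 and 0 fragments in the control libraries and 5, 3 and 1 in the JOA libraries, or 4 against 9 in all. Given the libraries' relative depth, an exact two-sided binomial test on these fragments gave p = 0.172. That test compares the libraries, not the conditions, and takes the smallest value to be 1 fragment. Among the 1298 genes of MOLM-13 cells with a mean below 0.05 FPKM and at least 4 values above 0, 75.7% came out in whole steps, against 22.1% with randomly drawn depths. At this depth a change in CALML6 could not be distinguished from counting error.

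**Figure D1:**
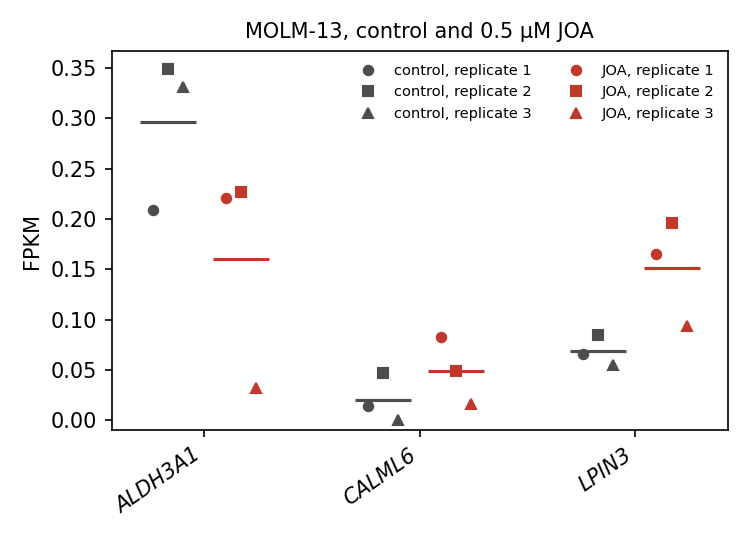
FPKM of ALDH3A1, CALML6 and LPIN3 in each MOLM-13 library (points; circle, square and triangle for replicates 1, 2 and 3) and the group means (lines), for control cells and cells with 0.5 μM JOA. The LPIN3 points with JOA all lie above the control points, while those of ALDH3A1 and CALML6 overlap.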

Simultaneously, genes such as ITGAM (CD11b), CR1, FCER2, OCLN, HMOX1 were significantly up-regulated and genes including c-KIT, cell adhesion molecules (CD99, HLA-DQA1, HLA-DRA, HLA-DPA1, HLA-DPB1) were significantly down-regulated in THP-1 cells after JOA treatment. 

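In THP-1 cells KIT, which encodes c-KIT, fell from 1.59 ± 0.361 to 0.519 ± 0.0928 FPKM (SD, n = 3), a log2 fold change of -1.43 (standard error 0.19, adjusted p = 0.0394 by limma). HLA-DRA (log2 fold change -0.78, standard error 0.08) and HLA-DPA1 (-0.93, standard error 0.09) fell at the same adjusted p by limma, 0.0394. HLA-DPB1 (log2 fold change -0.80, adjusted p = 0.0543 by limma) and HLA-DQA1 (-0.97, adjusted p = 0.0767) did not pass the threshold in this fit and did under the replicate block, where their adjusted p was 0.00838 and 0.0353. How the authors' counting treated any reads shared between class II genes is not stated. Among the rising genes, HMOX1 went from 1.62 ± 0.384 to 4.02 ± 1.4 FPKM (SD, n = 3), a log2 fold change of 1.24 with an adjusted p of 0.0805 by limma and 0.00941 under the block. ITGAM (log2 fold change 0.71), FCER2 (0.86) and OCLN (0.65) had adjusted p by limma of 0.103, 0.166 and 0.105, and of 0.0348, 0.0194 and 0.0182 with the libraries paired. All of these had JOA values that did not overlap the control values. CR1 (log2 fold change 0.69, adjusted p = 0.291 by limma, 0.142 with the block) and CD99 overlapped. CD99, which lies in the pseudoautosomal region shared by the X and Y chromosomes, was at 0.207, 8.07 and 5.16 FPKM in the control libraries and at 0.221, 0.222 and 0.173 with JOA. Its log2 fold change of -2.96 had a standard error of 1.07 and an adjusted p of 0.222 by limma (0.0672 with the block). Without control replicate 1, whose value matched the JOA libraries, the log2 fold change of CD99 was -4.43 and its adjusted p was 0.00284.

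**Figure D2:**
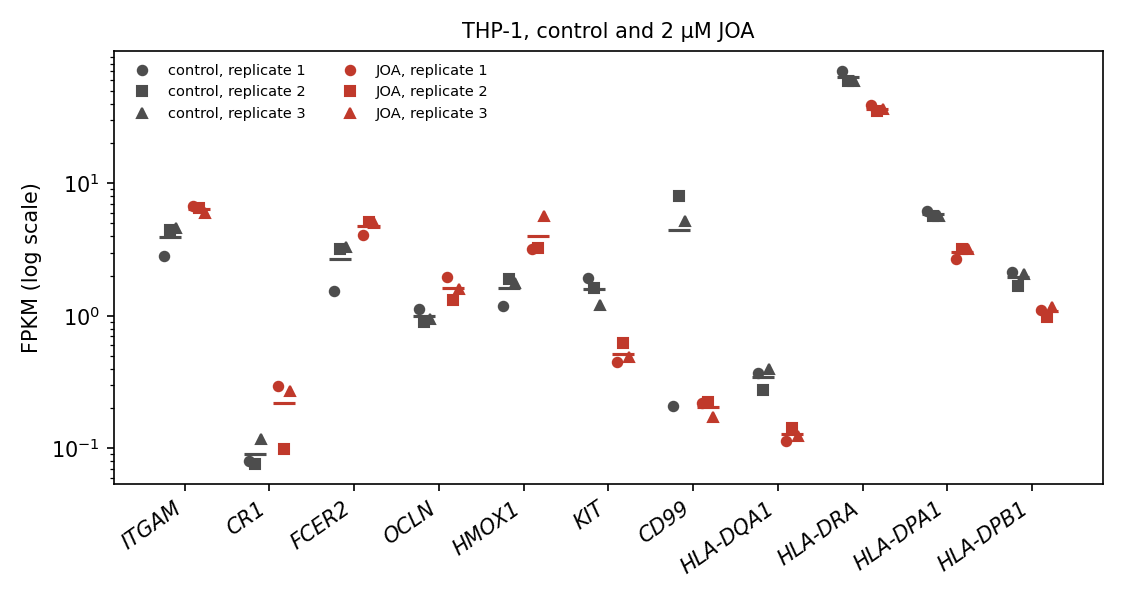
FPKM on a log scale in each THP-1 library (points; circle, square and triangle for replicates 1, 2 and 3) and the group means (lines), for control cells and cells with 2 μM JOA. Control and JOA points are apart in all genes but CR1 and CD99, where control replicate 1 of CD99 lies at 0.207 FPKM among the JOA points.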

GSEA analysis showed that the most optimal pathway induced by JOA was martens tretinoin response up (AML-induced differentiation) pathway in MOLM-13 cells. In contrast, the DEGs were enriched in the hematopoietic cell lineage, cell adhesion molecules and phagosome pathways in THP-1 cells (**Figure 6C**).

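The KEGG gene sets were not analysed here, so the genes the paper names for these pathways are described. The 5 cell adhesion genes the paper lists were all lower with JOA in THP-1 cells. Of them, 4 had no overlap between the groups, as did 23.4% of all tested genes. Chance gives 10% for unpaired libraries, and the 3 other splits that part the same-numbered pairs gave 4.36% to 5.63%. Those splits dilute a change with JOA without removing it. At both thresholds, 2 of the 5 were called without the replicate block and 4 with it. These genes were chosen by the paper from calls on the same libraries. A separate list of MHC class II genes, fixed before the data were examined, included these HLA genes. It had a mean log2 fold change of -0.60 over 11 genes, all lower, with an adjusted p of 3.91e-13 from limma's camera test over 14 list tests (5.90e-11 under the block). Without the genes the paper names, 6 genes remained, all lower, with a mean log2 fold change of -0.42 (adjusted p = 3.48e-05 by camera, and 0.000157 with the block). When camera estimated the correlation between genes from the data in place of a fixed 0.01, the full class II list in THP-1 cells was the 1 test of 14 that passed 0.05. That full list holds genes the paper called from these libraries, and the list without them is given only with the fixed correlation.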

**Figure 6:**
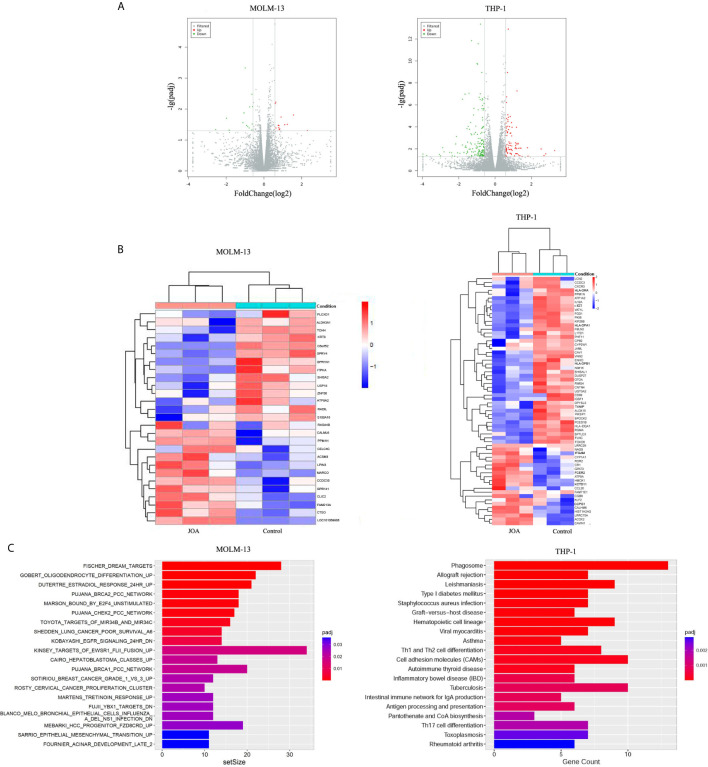
JOA promotes cell differentiation *via* multiple pathways depending on cell type. MOLM-13 and THP-1 Cells were incubated with 0.5 or 2 μM JOA, respectively for 72 h. **(A)** Volcano plots of MOLM-13 and THP-1 cells. **(B)** The heatmap of DEGs. The heatmap bars from blue to red represents the expression levels of genes from lower to higher. (100 genes with p < 0.05 and |log 2 FC| >0.58 based on their p value in the THP-1 cells). **(C)** KEGG pathway analyses on the differentially expressed genes. MOLM-13 and THP-1 cells were incubated with 0.5, or 2 μM JOA for 72 h, respectively. The figures are representative of two independent experiments.

The DEGs identified by mRNA-seq paly important role in cell differentiation. To confirm their expression in the MLLr AML cells, RT- PCR and Western blotting were carried out in MOLM-13 and THP-1 cell lines. It was found that JOA treatment markedly changed the expression of mRNA and protein of ALDH3A1 and CALML6 in MOLM-13 cells and the expression of c-KIT was significantly down-regulated at both transcription and protein level in THP-1 cells (**Figure 7**). These results were in consistent with the results of mRNA-seq.

**Figure 7:**
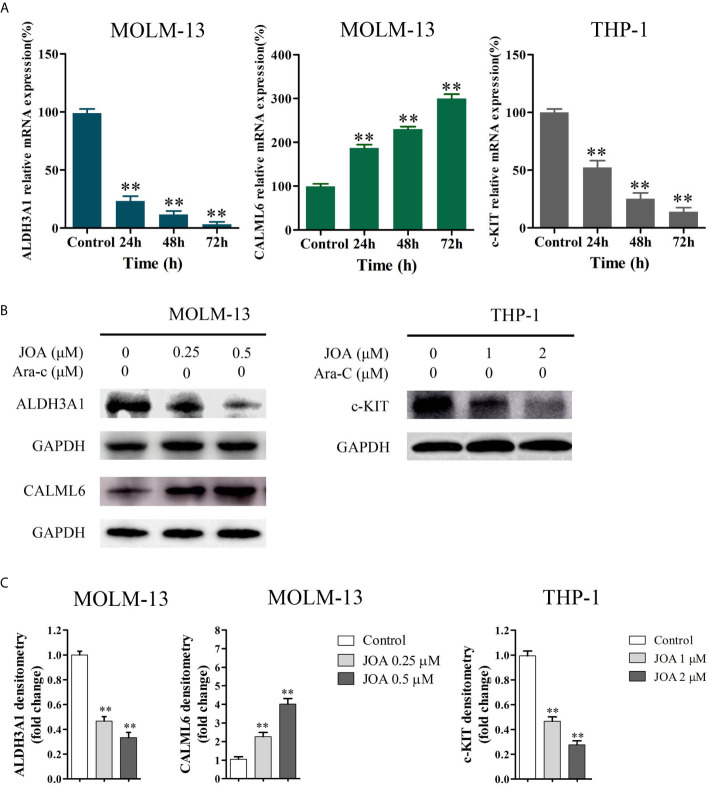
The RT-PCR and Western blotting analysis of DEGs in MOLM-13 and THP-1 cells. **(A)** The effects of JOA on the mRNA expression of ALDH3A1, CALML6 and c-KIT evaluated by RT-PCR **(B)** ALDH3A1, CALML6 and c-KIT protein levels measured by Western blotting analysis. **(C)** Graph bars show the protein expression visualized and quantified by AI600 imager. MOLM-13 and THP-1 cells were incubated with 0.5, or 2 μM JOA for 72 h, respectively. (**p < 0.01). The figures are representative of four independent experiments.

## Discussion

AML accounting for 75% of acute leukemia, is a heterogeneous disease characterized by accumulation of immature myeloid cells in bone marrow and peripheral blood with abnormal proliferation and differentiation blockade (9, 16). In the past decades, chemotherapy consisting of Ara-C and anthracycline is used for the first-line treatment of AML (17). Although the complete remission rate is high initially, the adult five-year overall survival of AML patients is less than 40% because of chemotherapy resistance (18). Recently, the recognition of origins and drivers of the pathogenesis of AML enabled the development of novel therapeutics in targeting multiple signaling pathways such as proteasome pathway, apoptosis, c-Myc signaling and hedgehog pathway (19, 20). The differentiation therapy using ATRA dramatically improved the long-term clinical outcome for APL patients, which attributed to the ATRA-induced degradation of PML/RARα by the proteasome pathway. Moreover, ATRA treatment converted the AML subtype from a bad prognostic leukemia to a curable one (21). However, clinical effectiveness of ATRA-based differentiation therapy has no effect in other AML subtypes (22). In addition, MLL-rearranged AML has been associated with poor outcome despite intensive chemotherapy. Therefore, the development of potent small molecules to overcome these drawbacks may be offer alternative or complementary therapies. In the current study, we investigate the role of a novel diterpenoid compound JOA on the differentiation of MLLr AML cells.

The analog of JOA, OGP46, have been found to exert antileukemic effect on various CML cell lines, such as K562 and BaF3 cells that expressed BCR-ABL wild-type or mutations, by cell differentiation (12). Here, we found that JOA significantly inhibited cell proliferation, colony formation by cell differentiation of MLLr AML cells, as evidenced by the morphological changes, increasing expression of the cell surface antigen CD15 or CD11b. We found that the cell differentiation was coupled with cell-cycle exit at G0/G1. Furthermore, JOA significantly up-regulated the expression of CALML6 at both mRNA and protein level in MOLM-13 cells, and it remarkably down-regulated the expression of c-KIT at both transcription and protein levels in THP-1 cells. Taken together, we found that JOA is effective against MLLr AML cells by inducing cell differentiation. Moreover, MOLM-13 and MV4-11 cells are more sensitive to JOA than THP-1 cells.

It is revealed that martens tretinoin response up pathway was involved in the treatment of MOLM-13 cells with JOA (**Figure 6C** **)**. Genes including CALML6 (calcium binding protein calmodulin [CAM]), LPIN3, SEMA6B, FGR, LRFN3, SCIMP and TREM2 were enriched in this pathway, which regulates AML cell differentiation, RAR signaling, and epigenetic control (23). 

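All 7 of these genes had a higher mean with JOA than in control MOLM-13 cells. In 5 of them no JOA value overlapped the control values, as in 9.65% of all tested genes. Chance gives 10% for unpaired libraries, and the 3 other splits that part the same-numbered pairs gave 4.27% to 5.31%. Those splits dilute a change with JOA without removing it. The paper chose the 7 genes from the same libraries. SEMA6B went from 2.07 ± 0.285 to 3.25 ± 0.58 FPKM (SD, n = 3), a log2 fold change of 0.62 (standard error 0.15). LRFN3 rose from 1.87 ± 0.347 to 2.75 ± 0.144 FPKM (SD, n = 3), or 0.55 on the log2 scale (standard error 0.14). The log2 fold change was 0.66 for FGR, 0.38 for TREM2 and 0.35 for SCIMP. Over all tested genes the adjusted p by limma of these 5 genes was 1.00, and with the replicate number as a block it was 0.252 for LRFN3, 0.326 for SEMA6B, 0.356 for TREM2, 0.397 for FGR and 0.471 for SCIMP. Adjusted over the 7 genes alone, 4 passed 0.05, which does not show stability because the list comes from these data. The curated C2 gene sets were not analysed here.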

In this study, we showed that JOA had an anti-proliferative effect on MLLr AML cells by inducing cell differentiation. In addition, the expression of CALML6 were significantly up-regulated in MOLM-13 cells with JOA treatment. In addition, it is revealed that Ca^2+^/CaM activation is involved in dendritic cell-like differentiation of U937 cells (24). Therefore, it may be concluded that JOA up-regulated the expression of CALML6 which may be induce cell differentiation of MOLM-13 cells. The detailed mechanism need to be further investigated. Hence, these results indicate that the differentiation of MOLM-13 cells occurs perhaps *via* a martens tretinoin response up pathway activated by JOA.

Hematopoietic cell lineage is critical for the differentiation of basophils, eosinophils, macrophages, neutrophils, and myeloid-derived dendritic cells (25, 26). The lineage differentiation is down-regulated by c-KIT (CD117). c-KIT is a typical biomarker for undifferentiated hematopoietic cells and plays an important role in the differentiation and proliferation of leukemia cells (27, 28). Our present study showed that JOA treatment induced cell differentiation with morphological changes, increased the expression of CD11b and CD15, and alteration of cell adhesion molecules such as CD99, HLA-DRA, HLA-DQA1, HLA-DPA1, and HLA-DPB1 in THP-1 cells. JOA treatment also down-regulated the mRNA and protein level of c-KIT. Therefore, JOA-mediated differentiation of THP-1 cells might be through the alteration of lineage-specific target genes, and be related to hematopoietic cell lineage pathway *via* inhibition of c-KIT expression.

Cell adhesion molecules are a group of membrane glycoproteins and carbohydrate molecules that mediate cells to communicate with one another and their environment (29). They paly important role in cellular functions, including proliferation and differentiation. Here, JOA treatment resulted in the alteration of cell adhesion molecules such as CD11b and CD99 (less expression of them indicating the more differentiated leukemia cells) (30), CD15 and major histocompatibility complex (MHC) class II genes (immune regulation antigens including HLA-DRA, HLA-DQA1, HLA-DPA1, HLA-DPB1) in THP-1 cells. Hence, the alteration of cell adhesion molecules combined with the change of cell morphology and increasing expression of CD11b and CD15 indicates that the cell differentiation induced by JOA is associated with cell adhesion molecules pathway.

As describe above, JOA treatment increased expression of CD15 and CD11b, that are biomarkers of monocyte/macrophage and monocyte/granulocyte differentiation, respectively, suggesting that treatment with JOA promoted the commitment of THP-1 cells into the monocyte/macrophage or monocyte/granulocyte lineage. Moreover, JOA treatment altered the expression of genes including CD11b, HLA-DRA, HLA-DRB5, HLA-DQA1, HLA-DPA1, HLA-DPB1, NCF2, MARCO, TLR6, HLA-F, TUBB4A, FCAR, and TUBA8. These genes were enriched in the phagosome pathway. It was revealed that monocyte/macrophages are involved in phagocytosis in enteritis through the phagosome pathway (31, 32). Therefore, it suggested that JOA induces monocyte/macrophages differentiation of THP-1 cells, and activates the phagosome pathway. 

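Of these genes, 12 are reported here. All 12 had JOA values that did not overlap the control values in THP-1 cells, as did 23.4% of all tested genes. Chance gives 10% for unpaired libraries, and the 3 other splits that part the same-numbered pairs gave 4.36% to 5.63%. Those splits dilute a change with JOA without removing it. Of the 12, 4 were higher and 8 lower. The paper chose these genes from the same libraries, so the absence of overlap is not independent of that choice. Each had an unadjusted p under 0.05. At both thresholds, 2 of the 12 were called by limma, and 7 were called with the replicate number as a block. MARCO went from 1.28 ± 0.336 to 2.59 ± 0.728 FPKM (SD, n = 3), a log2 fold change of 0.96 (adjusted p = 0.0989 by limma, 0.00659 under the block). TLR6 rose by 0.60 on the log2 scale (adjusted p = 0.0864 by limma, 0.0315 under the block). HLA-DRB5 had a log2 fold change of -0.55, below the fold threshold in size, with an adjusted p of 0.0543 by limma and 0.0123 under the block. HLA-F, TUBB4A, TUBA8 and FCAR had adjusted p between 0.128 and 0.199 by limma, and between 0.0502 and 0.105 with the libraries paired.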

The result is in accordance with that phagosome pathway was commonly activated in both MV4-11 and Kasumi-1 AML cell lines treated with differentiation inducers, trichostatin A and 5-azacytidine (33).

Hence, the signaling pathways triggered in response to JOA treatment are different in MOLM-13 and THP-1 cells. It was shown that JOA mainly targeted the genes in the martens tretinoin response up pathway in the MOLM-13 cells, whereas it targeted the genes in cell adhesion molecules and hematopoietic cell lineage pathways in the THP-1 cells. These differences might be due to their different molecular characteristics (FLT3/ITD mutation vs wild -type FLT3).

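The difference between the lines was tested as the interaction of cell line and treatment over all 12 libraries. Of 12626 genes, 0 had an adjusted p under 0.05 by limma, 914 had an unadjusted p under 0.05, and 6 passed with the replicate number as a block. These 6, named after their values were seen, were CSPG4, GAS6, PLP2, RFLNB, TRIB3 and TSPOAP1. Across the 11355 genes tested in both lines, the log2 fold changes had a Pearson correlation of 0.188 and a Spearman correlation of 0.234. These correlations are across genes, which are not independent replicates. Because the lines received different doses, dose and line cannot be told apart. The paper concludes from the different enriched pathways that the signaling pathways triggered by JOA differ between the lines.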

In conclusion, our findings reveal that JOA possess anti-proliferation effect on MLLr AML cells perhaps through martens tretinoin response up pathway involving the CALML6 up-regulations, or hematopoietic cell lineage by depletion of c-KIT and cell adhesion molecules pathways depending on the cell type, which results in cell differentiation. JOA could overcome differentiation block in MLLr AML cells, suggesting that JOA could be a potential compound that merits further development to overcome differentiation blockade in MLLr AML patients.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: GEO of NCBI, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167083 repository, accession number is GSE167083.

## Author Contributions

MQ: Conceptualization, methodology, and writing—original. YD: performed flow cytometry analysis. MZ: performed MTT assay. ZW: Data analysis. MJZ: performed Western blotting analysis. YZ: cell cycle analysis. HW: prepared the chemical reagent solutions. YK, YL, and H-ML: preparation of JOA. LW: Writing—review, editing, and supervision. ZH: Conceptualization and supervision. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (grants 8170016, 781370628 and 81570157) and Natural Science Foundation of Shandong Province (grant ZR2016HM47).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

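Gene expression was measured by mRNA-seq in MOLM-13 and THP-1 cells, with 3 control libraries and 3 JOA libraries for each line. The authors deposited FPKM values per gene and library, which they estimated from paired-end reads of stranded mRNA libraries. These values are scaled by the authors to gene length and to the mapped fragments of each library, and no further scaling between libraries is stated. The aligner, the counting step, the genome build and the annotation are not named in the paper's text. The conditions, doses and replicate numbers were taken from the sample records and the paper.

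The FPKM values were used as deposited. In each line, genes with a mean FPKM of at least 0.1 over the 6 libraries were kept, log2(FPKM + 0.1) was taken, and JOA was compared with control by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend). Calls needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.58. The interaction of cell line and treatment was fitted over all 12 libraries and called on the adjusted p alone. Named genes below the filter were tested in the same fit over all genes with any value above 0, a choice made after the data were examined. In all, 7 gene lists were tested in both lines by limma's camera test with an inter-gene correlation of 0.01, and the 14 p-values were adjusted together. DESeq, which the authors used, needs counts and was not run.

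The replicate numbers shared by control and JOA libraries come from the sample records. Each fit was also made with the replicate number as a block. The main design without the block had been fixed before the data were examined, since the paper's methods do not mention pairing. Before the main results were computed, exploratory fits with other pseudocounts, filters, scalings and the block had been looked at, and the main design was not changed after them.

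The genes named in the text were those the paper names, apart from 1 that is not reported here, the 10 genes per line with the largest change among called genes whose groups did not overlap, the surface marker genes, MOLM-13 genes legible in Figure 6B, and members of the gene lists. The lists were written before the data were examined, but they are not all independent of these data. The MHC class II list holds HLA genes that the paper called, the list of genes induced by electrophiles through NRF2 holds HMOX1, and the MAPK feedback and interferon lists were prompted by genes in Figure 6B.

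The procedure was tested on simulated libraries with the real means and spreads, in which 200 of 11629 genes in MOLM-13 cells and 200 of 12637 genes in THP-1 cells, all well above the filter, were changed by a log2 fold change of 1 or 2 in size. Without the block, limma recovered 95.5% and 98% of them, with 4 and 6 false calls. With a simulated replicate effect, it recovered 84.5% of 200 changed genes among 11584 in MOLM-13 cells and 82.5% of 200 among 12570 in THP-1 cells. It then made 1 and 0 false calls. With the block, limma recovered 88% in each line under that effect, with 5 and 6 false calls. In libraries simulated without the effect, the block recovered 91.5% and 93%, with 3 and 10 false calls. No smaller change was simulated. These shares therefore do not show how often changes near the fold threshold, or in genes near the filter, would be called. The absence of called genes in MOLM-13 cells thus does not exclude such changes. The relative depth of the libraries was estimated from the most common ratio between values of genes below 0.1 FPKM. On simulated libraries of 20030 genes with known depths, its largest error was 0.05%. Total depth is unknown, so no counting interval is given apart from the test on CALML6 fragments.

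The alternatives covered the pseudocount (1 and 0.01), the filter (a mean FPKM of at least 1, and any value above 0), 3 rescalings, eBayes without a trend, the replicate block, one fit on all 12 samples, other thresholds, an estimated inter-gene correlation, and leaving out each library. GC content and length came from the longest protein-coding GENCODE transcript of each gene. Positions are on GRCh38, which may not be the build the authors used. The curated gene sets of MSigDB and KEGG were not analysed here. Python 3.11.15 with scipy 1.17.1 was used for primer matching, depth and exact tests.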

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

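The tests of GC content and of other splits of the libraries were written before their outcomes were seen. The test without the ferritin genes, the counts over splits that keep neither line's real grouping, the splits of each list by itself, and the lists of genes above the filter in both lines were chosen after the results were seen.

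Several gene lists moved in genes or in a line for which the paper does not discuss them. Genes induced by electrophiles through NRF2 had a mean log2 fold change of 0.45 in THP-1 cells (14 of 15 genes higher, adjusted p = 3.02e-11 by camera) and 0.12 in MOLM-13 cells (13 of 15 higher, adjusted p = 0.00346). Proliferation genes had a mean of -0.13 in MOLM-13 cells, with 30 of 30 genes lower (adjusted p = 2.21e-14 by camera). Across the fits that each left out one MOLM-13 library this mean ranged from -0.16 to -0.07, smallest in size without control replicate 1. The MHC class II list, which the paper's genes concern in THP-1 cells, also had a lower mean in MOLM-13 cells, -0.27 (6 of 7 genes lower, adjusted p = 0.0160 by camera, and 0.0128 for 6 genes with a mean of -0.30 once the genes the paper names are left out). In THP-1 cells, MAPK feedback genes had a mean of 0.24 (12 of 14 higher, adjusted p = 0.00797) and the HOXA and MEIS1 list a mean of -0.13 (8 of 9 lower, adjusted p = 0.0149). With the replicate number as a block, these 6 results stayed past 0.05 by camera: the adjusted p was 0.0152 for MHC class II in MOLM-13 cells, 3.25e-11 and 0.000778 for the electrophile list in THP-1 and MOLM-13 cells, 9.27e-14 for proliferation, 0.00879 for MAPK feedback and 0.0152 for HOXA and MEIS1. The block also put 2 tests past 0.05 that had not passed without it. These were the heat shock list in THP-1 cells (adjusted p = 0.0313 by camera) and HOXA and MEIS1 in MOLM-13 cells (0.0319). Other settings removed some of the 6 results. MHC class II in MOLM-13 cells did not pass with a mean FPKM of at least 1 (adjusted p = 0.480), over all genes with any value above 0 (0.0659), as TPM (0.0741), in one fit on all 12 samples (0.0832), or without control replicate 3 (0.217) or JOA replicate 2 (0.368). The electrophile list in MOLM-13 cells did not pass without control replicate 3 (0.164) or JOA replicate 2 (0.0863), nor HOXA and MEIS1 in THP-1 cells without control replicate 2 (0.0570) or JOA replicate 3 (0.0755). With the inter-gene correlation estimated from the data, none of the 6 passed (adjusted p from 0.158 to 0.427).

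Other groupings of the libraries also passed several lists. Of 14 list tests, 7 passed in the real grouping. Among 16 combinations of splits that parted the same-numbered pairs, 5 gave as many, with the real grouping counted in both numbers. Across the 16, 3 to 8 tests passed the threshold. With the replicate number as a block, 9 tests passed in the real grouping and 2 of the 16 gave as many, the real one again included. Some of the 16 keep the real grouping of one line. Of the 9 that keep neither, where a change with JOA is diluted but not removed, 2 gave as many as the real grouping without the block and 0 with it. With 16 splits the share cannot fall below 0.05 whatever the lists do, so these counts cannot tell the number of passing lists apart from how the libraries happened to be grouped. They also do not show which lists pass. Taken one by one, 5 of the 7 passing tests had their smallest camera p in the real grouping among the 4 splits of their line, all but MHC class II and the electrophile list in MOLM-13 cells, and with the block 6 of 9 did. For MHC class II in THP-1 cells the camera p was 5.58e-14 in the real grouping and at least 0.000269 in the other 3. For proliferation in MOLM-13 cells the camera p was 1.58e-15 in the real grouping and as low as 8.92e-10 in another split. With the inter-gene correlation estimated from the data, 1 of the 14 tests passed, MHC class II in THP-1 cells (adjusted p = 0.0195 by camera, 11 of 11 genes lower). That list holds genes the paper called from these libraries, and the list without them is given only with the fixed correlation.

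For the electrophile list in THP-1 cells, adjusting for GC content and transcript length took the mean log2 fold change from 0.451 to 0.430 and left a camera p of 9.8e-13 (all 15 members had a value). For the MHC class II list in THP-1 cells, it took the mean from -0.596 to -0.610, and the camera p was 6.26e-13. The adjustment hardly moved these lists, so the bias it fitted was small for them, and a bias of another form was not tested. For the electrophile list alone, leaving out FTL and FTH1 left an adjusted p of 3.15e-09.

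The response to JOA differed between the lines for 4 of the 7 lists under the interaction of cell line and treatment, a test added after the data were examined. The mean log2 difference, THP-1 minus MOLM-13, was -0.44 for MHC class II (adjusted p = 3.06e-06 by camera), 0.13 for proliferation (6.04e-06), 0.34 for the electrophile list (4.09e-05) and 0.26 for MAPK feedback (0.0488). For MHC class II, 4 of the 11 genes were at or near 0 in MOLM-13 cells, where they could not fall. Over the 7 genes above the filter in both lines the mean was -0.20 and did not pass (adjusted p = 0.0584 by camera, 0.0530 with the replicate block). Under the same limit MAPK feedback, at 0.25 over 13 genes, had an adjusted p of 0.0719 by camera (0.0139 with the block), while proliferation (1.21e-05) and the electrophile list (6.13e-05) kept all their genes and passed. Of 32 splits that parted the same-numbered pairs, 11 put as many lists past the threshold, with the real split counted in both numbers. However, 7 of these 11 are among the 8 splits that keep the real THP-1 grouping, so the change with JOA remains in them. In the 18 splits that keep neither line's real grouping, a change with JOA is diluted but not removed. Of these 18, 3 put as many lists past the threshold without the block and 2 with it. None of them gave as many genes at an unadjusted p under 0.05 as the 914 of the real grouping. With 18 splits beside the real one the share cannot fall below 0.05 whatever the lists do, so this count cannot tell the number of lists that differ apart from the grouping of libraries. Dose differed with the cell line, and no biological explanation could be separated from it.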

How the results depend on the processing

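The alternatives were fixed before the data were examined, apart from the interaction test on gene lists, the same test over genes above the filter in both lines, the lists without the genes the paper names, and the fit for named genes below the filter.

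In MOLM-13 cells, 0 genes were called higher or lower, with 481 at an unadjusted p under 0.05. This held under each alternative that kept the adjusted p, with 1 exception: over all genes with any value above 0, 1 gene was lower (S100A1, chosen after its value was seen). With an unadjusted p and the fold threshold, 24 genes were higher and 32 lower. The 6 fits that each left out one library called 0 genes, with 286 to 598 genes at an unadjusted p under 0.05. With the replicate number as a block, 0 genes were called, with 1295 at an unadjusted p under 0.05.

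In THP-1 cells, 7 genes were higher and 10 lower. A pseudocount of 1 gave 2 higher and 6 lower. Over all genes with any value above 0, 0 were higher and 0 lower, with 2336 at an unadjusted p under 0.05. Without a trend in eBayes 1 was higher and 0 lower, with 2034 at an unadjusted p under 0.05. One fit on all 12 samples gave 24 higher and 27 lower. With the replicate block, 81 were higher and 80 lower, and all 17 genes of the fit without the block were kept. With the adjusted p alone, 24 were higher and 14 lower. An unadjusted p with the fold threshold gave 109 higher and 132 lower. Quantile normalization gave 3 higher of 14 called (21.4%), where the values as deposited gave 7 of 17 (41.2%). The fits that each left out one library called 0 genes higher and from 0 to 1 lower, with 1510 to 2044 genes at an unadjusted p under 0.05. That 1 gene was CD99, without control replicate 1. The 17 calls therefore rest on all 6 libraries being present. The scalings moved the median log2 fold change of all genes by less than 0.1.

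For the interaction of cell line and treatment, 0 genes passed an adjusted p of 0.05, with 914 at an unadjusted p under 0.05. A pseudocount of 1 gave 1 gene (HLA-DPA1), rescaling to TPM 1 (HIST1H3A), all genes with any value above 0 gave 3 (CDKN1A, HIST1H3A and LOC644249), and the replicate block 6. These genes were named after their values were seen. The 12 fits that each left out one library gave 0 genes, with 696 to 1012 at an unadjusted p under 0.05.

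Of the 14 gene list tests, 7 passed. The 12 fits that each left out one library gave 5 to 9, and the replicate block gave 9. The block added the heat shock list in THP-1 cells (adjusted p = 0.0313 by camera, 0.417 without the block). It also added HOXA and MEIS1 in MOLM-13 cells (0.0319, and 0.118 without the block). With the inter-gene correlation estimated from the data, 1 passed, and the cause was not tested.

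The mean log2 fold change of some lists that did not pass changed sign. In MOLM-13 cells the interferon list went from 0.00439 to -0.00141 with a pseudocount of 0.01, -0.0164 over all genes with any value above 0, -1.48e-05 with median-of-ratios size factors, -0.0754 as TPM, -0.0101 with quantile normalization and -0.0136 in one fit on all 12 samples. MAPK feedback in MOLM-13 cells went from -0.0117 to 0.00939 with a pseudocount of 1 and 0.0299 with a mean FPKM of at least 1. In THP-1 cells proliferation went from -0.000458 to 0.0240 as TPM, and the interferon list from -0.143 to 0.0299 with a mean FPKM of at least 1. Across the fits that each left out one library of the line, the mean log2 fold change in MOLM-13 cells ranged from -0.173 to 0.127 for the interferon list, from -0.135 to 0.115 for MAPK feedback and from -0.00866 to 0.223 for the heat shock list. In THP-1 cells it ranged from -0.0335 to 0.0359 for proliferation and from -0.367 to 0.0529 for the interferon list. In the same fits the log2 fold change of single genes ranged from -0.520 to 0.157 for ANPEP and from -0.0263 to 0.507 for CD14 in MOLM-13 cells, and from -0.208 to 0.612 for CD14 in THP-1 cells. The cause was not tested.

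Other results changed side of the threshold without changing sign: for single genes 155 were weaker and 13 stronger across all alternatives, and for gene lists 18 were weaker and 7 stronger.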

Differences from the paper's values

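In MOLM-13 cells the paper reports 13 genes higher and 14 lower with JOA, and the values here were 0 and 0, with 481 genes at an unadjusted p under 0.05. No alternative set before the data were examined brought either count within 1.5 times the paper's: an unadjusted p with the fold threshold gave 24 and 32, and a fit over all genes with any value above 0 gave 0 and 1. In THP-1 cells the paper reports 83 genes higher and 165 lower, and the values here were 7 and 10. The replicate block gave 81 higher, within 1.5 times the paper's count, and 80 lower, which is not. An unadjusted p with the fold threshold gave 109 higher and 132 lower, both within 1.5 times the paper's counts. The 2 together, a combination looked at after the data were examined, gave 145 higher, which is not, and 160 lower, which is. In MOLM-13 cells the same combination gave 36 and 48. The other alternatives did not close the gap.

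The paper states that CALML6 and LPIN3 rose and ALDH3A1 fell in MOLM-13 cells. Here the log2 fold changes were 0.30, 0.56 and -0.70, in those directions. None of these genes was called under any alternative, the unadjusted p with the fold threshold included. The paper also reports changes of ALDH3A1 and CALML6 in MOLM-13 cells by RT-PCR and Western blotting. Those assays are separate from the mRNA-seq libraries and were not re-analysed here, so the absence of calls does not contradict them. The paper lists 7 genes under the Martens tretinoin response, CALML6 and LPIN3 among them. Here all 7 were higher, none was called with or without the block, and SEMA6B and FGR passed an unadjusted p with the fold threshold. Of the genes the paper names as changed in THP-1 cells, 18 are reported here. Among them KIT, HLA-DRA and HLA-DPA1, 3 in all, were called. With the replicate block 11 were called, adding ITGAM, FCER2, OCLN, HMOX1, HLA-DQA1, HLA-DPB1, MARCO and TLR6. One fit on all 12 samples also called HLA-DQA1, HLA-DPB1 and MARCO, and the filter at a mean FPKM of at least 1 also called HLA-DPB1. CD99 was called only without THP-1 control replicate 1 and at an unadjusted p. An unadjusted p with the fold threshold called 17 of the 18 genes, all but HLA-DRB5, whose log2 fold change was -0.55. CR1, HLA-F, TUBB4A, FCAR and TUBA8 were called at the unadjusted p and under no setting with an adjusted p.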

Other observations

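The tests on the lysosomal list and on histone sums below were run on patterns noticed in the same data. The lysosomal list was chosen after the result was seen. The pseudoautosomal test first used genes with a mean FPKM of at least 1, which left 1 gene, and the lower filter was added after that.

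Other splits of the libraries were compared with the real one, using the 4 splits per line that part all same-numbered pairs. In THP-1 cells, 1 of the 4 splits, the real one, gave as many called genes, and the other 3 gave 0 called and 155 to 199 genes at an unadjusted p under 0.05. In MOLM-13 cells, 4 of the 4 gave as many. The real split there had 481 genes at an unadjusted p under 0.05, against 137 to 181 in the others. With 4 splits no share can fall below 0.05, and the other splits dilute a change with JOA without removing it. For the interaction of cell line and treatment, 32 of 32 splits gave as many genes, since the real one gave 0 (914 at an unadjusted p under 0.05), and 4 of 32 gave as many as the 6 found under the replicate block. These 4, the real split among them, all keep the real THP-1 grouping, and 0 of the 18 splits that keep neither line's grouping gave as many.

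CD99 split into high and low libraries within groups, and in MOLM-13 cells JOA replicate 2 was also low. Shared reads between the X and Y copies of pseudoautosomal genes are a candidate explanation. The within-group SD of the other pseudoautosomal genes with a mean FPKM of at least 0.1 had a median percentile of 84 among 500 genes of the same level (8 genes in MOLM-13 cells and 9 in THP-1 cells). The median was 68.2 in MOLM-13 cells, with percentiles from 8.2 to 100, and 88.6 in THP-1 cells, from 19.2 to 100, and 2 genes in each line lay below 50. The spread was thus high for many of these genes and not for all. It leaves that explanation open, more so in THP-1 cells, and the change of CD99 with JOA cannot be told apart from it.

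HIST1H3I, HIST1H3A and HIST1H2AH were listed at 0 in one MOLM-13 group and not in the other. Reads shared between near-identical histone genes are a candidate explanation. The sum over the 71 histone genes was 65.4 ± 4.1 FPKM in control and 77.8 ± 6.1 with JOA (SD, n = 3), a log2 ratio of 0.25, and the ranges did not overlap. The 3 genes together held a mean of 0.442 FPKM in control and 0.76 with JOA, less than the SD of the sum, so the sum cannot show whether reads moved among them, and the pattern cannot be told apart from shared reads.

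Lysosomal genes may be higher with JOA in both lines. Of 46 genes that were not among those first noticed, 40 were higher in MOLM-13 cells (mean log2 fold change 0.13) and 43 in THP-1 cells (mean 0.22). The larger of the 2 camera p-values was 1.44e-09, and the direction held under each scaling. This stays a hypothesis, since the list was chosen after the top genes were seen, and camera p-values were too small in other splits of these libraries.

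Surface marker mRNA was measured in the mRNA-seq libraries, at 48 h by the methods and sample records and at 72 h by the legend of Figure 6, and the flow cytometry in Figure 5 was at 72 h. ITGAM had a log2 fold change of 0.39 in MOLM-13 cells (adjusted p = 1.00 by limma). FUT4, whose enzyme makes the CD15 epitope, had a log2 fold change of 0.04 in MOLM-13 cells (adjusted p = 1.00 by limma) and 0.22 in THP-1 cells (adjusted p = 0.315). ANPEP (CD13) had a log2 fold change of -0.09 in MOLM-13 cells and 0.42 in THP-1 cells (adjusted p = 0.267 by limma, 0.0265 with the replicate block). CD14 had a log2 fold change of 0.17 and 0.27 in the 2 lines.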
